A study of Mus musculus with 4 samples.

How the data were processed

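Gene expression was measured in single cells of mouse Achilles tendons with droplet-based 3-prime RNA sequencing, in which every captured transcript carries a cell barcode and a unique molecular identifier (UMI), so that PCR copies of a molecule are counted once. Per the labels, 4 libraries were made from male C57Bl/6 mice aged 6 weeks with version 3 of the 10x Genomics Chromium chemistry and were sequenced on Illumina instruments. All 4 form 1 group, numbered 1 to 4 by the labels. The labels do not say whether a library comes from a single mouse or from pooled mice, so the samples are called libraries here.

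The authors deposited a table of raw UMI counts per gene and cell for all libraries side by side, a table of normalized values, and a table that gives each cell its library, its recorded number of UMIs and genes, and a population name. The aligner, the genome build, the gene annotation, the cell filters and the clustering method are not stated per the labels' protocols, and no coordinates are given for that reason. The deposited normalized values are on a natural log scale: each equals ln(1 + 10000 × count / total count of the cell), with a largest difference of 5.0e-10 from the recomputed values. They were used only for that check. The deposited counts were used for every other result. Of 15750 gene entries in the count table, 4 stand under a repeated gene name and were left out, with 0.0186% of all UMIs, which left 15746 genes. No cell was removed here. The deposited cells have a minimum of 1010 UMIs and a mitochondrial share of at most 19.99%. In libraries 1, 2, 3 and 4, 151, 156, 169 and 252 genes are found in 1 or 2 cells, against 625, 653, 609 and 698 found in exactly 3. The labels name no gene filter, and whether a gene listed at 0 in a whole library was removed there is not known. Every gene named below with a fold change is found in 3 or more cells of each library of its comparison, so its zeros are counts.

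Cell populations were taken from the authors' annotation, which has 13 names. UMIs were summed per library and population, and a sum entered a comparison with 5 or more cells. A comparison needed 3 or more libraries with both sums. Sums were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1), with TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment over the genes tested, at an adjusted p of 0.05. Both sums come from the cells of the same library, so the library was a block. The correlation of the deviations of such sums across genes was low, between -0.0282 and 0.201 over the 5 comparisons. The populations were formed by the authors from the same counts, so the tests do not ask whether the populations exist. The main designs, the gene lists, the rule for naming genes and most of the other settings tried were fixed before the data were examined.

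The named genes of a comparison are the 3 with the largest rise and the 3 with the largest fall in fitted log2 fold change among genes with an adjusted p under 0.05, the same direction in every library and a mean of 100 or more CPM (the counts of a gene scaled to the total of its sum) on the higher side. A fold against a population with 0 UMIs was computed against a floor of 3 counts over all libraries of that population and is given as a lower bound. With 1 to 3 UMIs the ratio of CPM is given with an exact 95% interval. Fitted fold changes of such genes depend on the prior count of the model. The standard error (SE) of a fitted log2 fold change is its absolute value divided by the square root of the test's F statistic. It is thus derived from the test and shares this dependence for such genes. Intervals and floors cover counting error only, not the difference between mice.

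A list of 30 tendon fibroblast genes was tested in the same fits, with adjustment over the list alone and over all genes tested. Transcripts of the extracellular matrix were followed with gene lists. These held 11 fibrillar and fibril-associated collagen genes, 12 basement membrane and beaded-filament collagen genes, 12 genes of proteoglycans and small leucine-rich proteins, and 14 glycoprotein genes. The list with small leucine-rich proteins is called the proteoglycan list. Of the tendon fibroblast genes, 7 are also in the first of these lists, 7 in the proteoglycan list and 8 in the glycoprotein list. Further lists served as checks: 4 hemoglobin genes, 16 genes that respond to tissue dissociation (1 of which, Egr1, is also in the tendon fibroblast list), 10 skeletal muscle genes, and male and female transcripts. Shares of cells in a single library are given with exact Clopper-Pearson 95% intervals where an interval is printed. Composition was compared between libraries with a permutation test of the chi-square statistic (100000 resamples of the library labels over cells). Shares of cells with a UMI of a gene were computed after thinning every cell to 2400 UMIs, the 10th percentile rounded down, with 114 shallower cells left out. Analyses outside R used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scanpy 1.11.5.

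The test was tried on simulated counts drawn from the real means and library sizes, with 200 genes changed by 2 on the log2 scale. It recovered 86.5% of them for tendon fibroblasts 1 against 2 (7043 genes), 79.5% for tendon fibroblasts 1 against bursal fibroblasts (5186 genes), 73.5% for tendon fibroblasts 2 against bursal fibroblasts (4960 genes), 85.5% for endothelial cells 1 against 2 (5126 genes) and 93.0% for all tendon fibroblasts against all other cells (9541 genes). Of the calls in these sets, 4 of 177, 1 of 160, 3 of 150, 9 of 180 and 5 of 191 were wrong, in the same order. It called 0 genes in each of 5 simulated sets without change per comparison. Simulated counts had the same mean share per gene in all sums, no difference between libraries, and a spread set by mean level alone. They therefore do not give the error rate in the real data.

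The other settings chosen then were DESeq2 1.42.0, its size factors within edgeR, no filter on low counts, no block, each library left out in turn, cells called as doublets by Scrublet left out, 10 or 1 cells per sum, thinned cells, names from a new clustering of the cells (2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 1), and a random split of the UMIs into 2 portions, with cells clustered on the first and tested on the second. In the new clustering on all UMIs, 96.4% of cells fell in a cluster named for their own population. On a single portion this was 89.7%. Scrublet called 5 of 1191 cells (0 in library 1, 1 in library 2, 4 in library 3, 0 in library 4), and its calls shifted with random start and numerical precision, so this setting says little about doublets. Settings added after seeing the data are named as such where their values are given.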

Results

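Single-cell transcriptomes of mouse Achilles tendon, the tendon that joins the calf muscles to the heel bone, were collected to catalogue the cell populations of this tissue. The count table held 1191 cells in 4 libraries of the same kind, with 580, 246, 256 and 109 cells in libraries 1, 2, 3 and 4. These libraries carried 5603366, 2252390, 2269014 and 1375111 UMIs. The median per cell was 7440, 7723, 7591.5 and 8824 UMIs, and 2556, 2446, 2548.5 and 2893 genes. Depth per cell was thus similar, while the number of cells differed and set the precision of each population's values. Transcripts of the Y-chromosomal gene Ddx3y stood at 112, 122, 102 and 119 CPM in the 4 libraries, and the female transcript Xist had 5 UMIs in library 1 and 0 in each of the other libraries.

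The authors' annotation divides the cells into 3 populations of tendon fibroblasts, bursal fibroblasts (the bursa is a fluid-filled pad beside the tendon), 3 populations of endothelial cells, pericytes, 3 populations of nerve cells, immune cells and red blood cells. As a description of these cells and not as a result, the genes that led each population over every other in mean CPM were listed. Ibsp, Chad and Clu led in tendon fibroblasts 1, Sfrp2, C3 and Gm26771 in tendon fibroblasts 2, Smoc2, Dpep1 and Osr1 in tendon fibroblasts 3, and Col22a1, Bglap2 and Prg4 in bursal fibroblasts. Car4, Aqp7 and Thrsp led in endothelial cells 1, Selp, Sele and Vwf in endothelial cells 2, and Ccl21a, Mmrn1 and Nts in endothelial cells 3, where 4 of 5 lymphatic endothelial markers were highest. Pericytes were led by Acta2, Myh11 and Myl9, and held the highest level of 8 of 9 pericyte and smooth muscle markers. Nerve cells 1 were led by Col24a1, Sema6c and Arrdc2, with 6 of 8 Schwann cell and nerve markers highest there, nerve cells 2 by Zdbf2, Pou3f1 and Nptx2, and nerve cells 3 by Chl1, Ptprz1 and Bche. Immune cells were led by C1qa, C1qb and C1qc, and all 9 macrophage and monocyte markers were highest there. Red blood cells were led by the globin genes Hbb-bt, Hba-a2 and Hba-a1. Globin genes include near-identical copies, such as Hba-a1 and Hba-a2, whose split by the authors' counting is uncertain. Mean CPM was taken over libraries with 5 or more cells of a population. This was library 1 alone for tendon fibroblasts 3 and endothelial cells 3, and 2 libraries for nerve cells 2. For Sfrp2, Gm26771, Bglap2, Ptprz1 and Bche the SD between libraries was above the mean, as in 698 ± 1162 CPM for Ptprz1 in nerve cells 3. The 10 skeletal muscle genes, of which 8 are in the table, summed to at most 23.9 CPM in any population.

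The share of each population differed widely between libraries. Tendon fibroblasts together made up 32.0% ± 23.7 of cells (SD, n = 4 libraries), from 5.69% in library 2 (95% interval 3.15 to 9.36) to 63.3% in library 3 (57.1 to 69.2), with 29.7% in library 1 and 29.4% in library 4. Their largest population, tendon fibroblasts 1, held 16.4% ± 12.4, tendon fibroblasts 2 held 12.8% ± 12.6, and tendon fibroblasts 3 held 2.80% ± 3.36. Of 51 cells named tendon fibroblasts 3, 45 were from library 1. Bursal fibroblasts made up 2.93% ± 2.40, with 0 of 246 cells in library 2, which allows a share of up to 1.22% at a floor of 3 cells (exact 95% interval up to 1.49%). Endothelial cells 1 to 3 held 16.5% ± 4.06, 6.74% ± 2.61 and 2.51% ± 1.47, and pericytes 9.66% ± 4.25. Nerve cells 1 to 3 held 4.19% ± 3.65, 3.55% ± 4.35 and 3.01% ± 2.25, immune cells 5.60% ± 4.35 and red blood cells 13.3% ± 8.74. Composition differed between these libraries by more than counting error (permutation test, p = 1e-05, the smallest that 100000 resamples can give). The p-value stayed at this floor in every alternative run, so it does not rank them. The chi-square statistic was 403 with all cells and lowest without library 3 (185) or library 2 (187). Among non-fibroblast cells alone it was 96.5, and without red blood cells 354, in tests added after seeing the data. The shares are therefore described as a range over libraries and not as a fixed composition of the tissue.

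**Figure D1:**
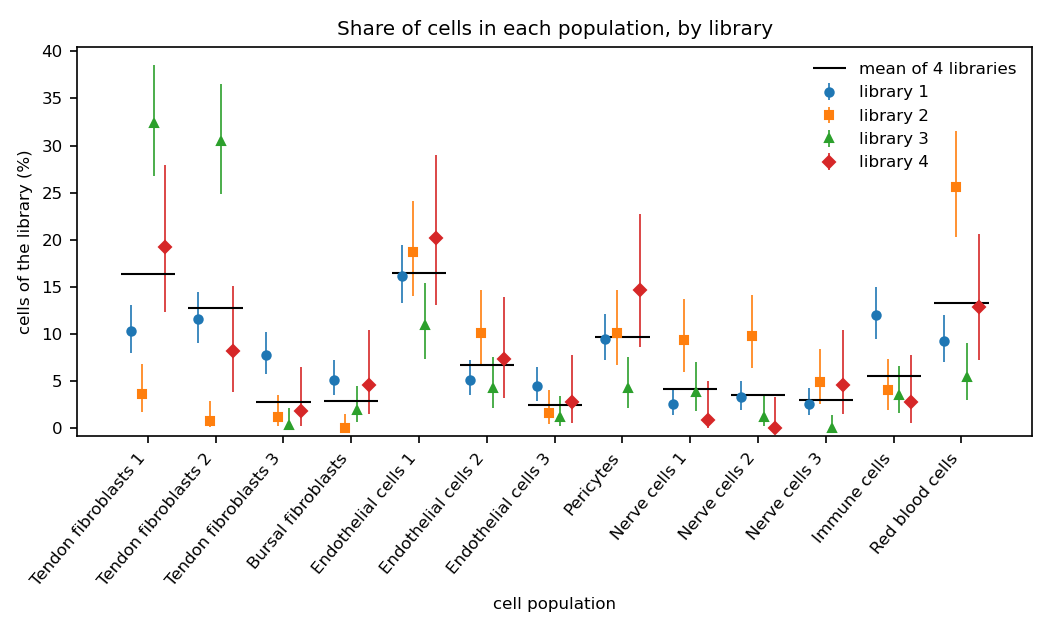
Share of cells (% of the library's cells, vertical axis) in each of the 13 annotated populations (horizontal axis), with a point per library, an exact 95% interval as the bar, and the mean of 4 libraries as a line. Tendon fibroblasts 1 ranged from 3.66% to 32.4% and endothelial cells 1 from 10.9% to 20.2%.

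The first comparison asked how the tendon fibroblast populations differ from each other. Tendon fibroblasts 1 and 2 each gave sums of 5 or more cells in libraries 1, 3 and 4, and 7043 genes were tested. Of these, 561 differed (edgeR quasi-likelihood test, adjusted p under 0.05), with 295 higher in tendon fibroblasts 1 and 266 higher in tendon fibroblasts 2, and 553 of the 561 changed the same way in all 3 libraries. The alternative that moved this count most in number was the absence of a filter on low counts, with 14114 genes tested and 1073 called. As a ratio, thinning of every cell to 2400 UMIs moved it most, with 2049 genes tested and 239 called.

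Spp1, which encodes osteopontin, rose most among the named genes, with 7042 ± 1547 CPM in tendon fibroblasts 1 and 8.30 ± 10.3 CPM in tendon fibroblasts 2 (SD, n = 3 libraries; log2 fold change 9.46 ± 0.60 SE, edgeR adjusted p = 2.9e-05). Ibsp (bone sialoprotein) stood at 1613 ± 269 CPM against 3.18 ± 3.53 CPM (log2 fold change 8.71 ± 0.40, adjusted p = 1.1e-05). Meltf had 199 UMIs in tendon fibroblasts 1 and 0 in tendon fibroblasts 2, so that it was at least 71.6-fold higher in the former. In the other direction, Igfbp3 had 391 UMIs in tendon fibroblasts 2 and 0 in tendon fibroblasts 1, at least 121-fold lower in tendon fibroblasts 1. Igfbp3 was not called by DESeq2, with an adjusted p of 0.144, where its adjusted p over 10 alternatives ran from 2.4e-34 to 0.144. Krtdap had 191 UMIs against 0, at least 59.0-fold lower in tendon fibroblasts 1. Scara5 had 585 UMIs against 2, a CPM ratio of 271 (95% interval 74.7 to 2243). Each of these 6 genes changed in the same direction in all 3 libraries.

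Of the 30 tendon fibroblast genes, 29 could be tested between tendon fibroblasts 1 and 2. Adjusted over the list alone, 21 differed, with 10 higher in tendon fibroblasts 1 and 11 higher in tendon fibroblasts 2, and 17 differed when adjusted over all genes tested. Chad (chondroadherin) stood at 13933 ± 528 CPM in tendon fibroblasts 1 and 388 ± 289 CPM in tendon fibroblasts 2 (log2 fold change 5.55 ± 0.45, edgeR adjusted p = 1.2e-04 over all genes, higher in 3 of 3 libraries). Comp was higher too (13626 ± 3161 against 2131 ± 1428 CPM, adjusted p = 0.00219, 3 of 3 libraries). The gene of the tendon transcription factor scleraxis, Scx, was low in both, at 58.4 ± 19.6 against 15.3 ± 6.27 CPM (log2 fold change 2.03 ± 0.31, adjusted p = 0.00332, 3 of 3 libraries). With cells clustered on a portion of the UMIs and tested on the other, log2 fold changes were smaller for Spp1, Ibsp and Chad (5.81, 4.38 and 2.57). Each of these genes was still called. Scx was no longer called (log2 fold change 0.50, adjusted p = 0.535, in a range over 11 alternatives from 7.7e-07 to 0.535). These clusters also hold other cells: of 86 cells in a cluster named tendon fibroblasts 2, 66 had that deposited name. Col3a1 was lower in tendon fibroblasts 1, at 4614 ± 926 against 20870 ± 3749 CPM (log2 fold change -1.98 ± 0.29, adjusted p = 0.00288, lower in 3 of 3 libraries). Dpt, Cd34 and Ly6a were lower as well, at 3.23, 11.1 and 88.6 CPM against 883, 544 and 1057 CPM.

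Some genes in common use as tendon markers did not separate these populations. Col1a1 was at 44640 ± 2593 CPM in tendon fibroblasts 1 and 43261 ± 19993 CPM in tendon fibroblasts 2 (log2 fold change 0.36 ± 0.37, edgeR adjusted p = 0.695, higher in 2 of 3 libraries), a difference within the spread between libraries. Tnmd (tenomodulin) was at 278 ± 77.3 and 657 ± 369 CPM (log2 fold change -0.88 ± 0.46, adjusted p = 0.367, lower in tendon fibroblasts 1 in 2 of 3 libraries). This call changed under 3 alternatives. Tnmd was lower in tendon fibroblasts 1 past the threshold without the filter on low counts (-0.85, adjusted p = 0.0218), without library 1 (-1.72, adjusted p = 0.00597) and with clusters from a portion of the UMIs (-2.15, adjusted p = 0.0236), in a range of adjusted p over 13 alternatives from 0.00597 to 0.859. Prg4 (lubricin) was at 6269 ± 964 and 4601 ± 2162 CPM (log2 fold change 0.74 ± 0.31, adjusted p = 0.232, higher in 2 of 3 libraries). It was called without the filter on low counts (0.76, adjusted p = 0.0318) and with thinned cells (1.14, adjusted p = 0.00825), in a range over 13 alternatives from 0.00825 to 0.774.

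**Figure D2:**
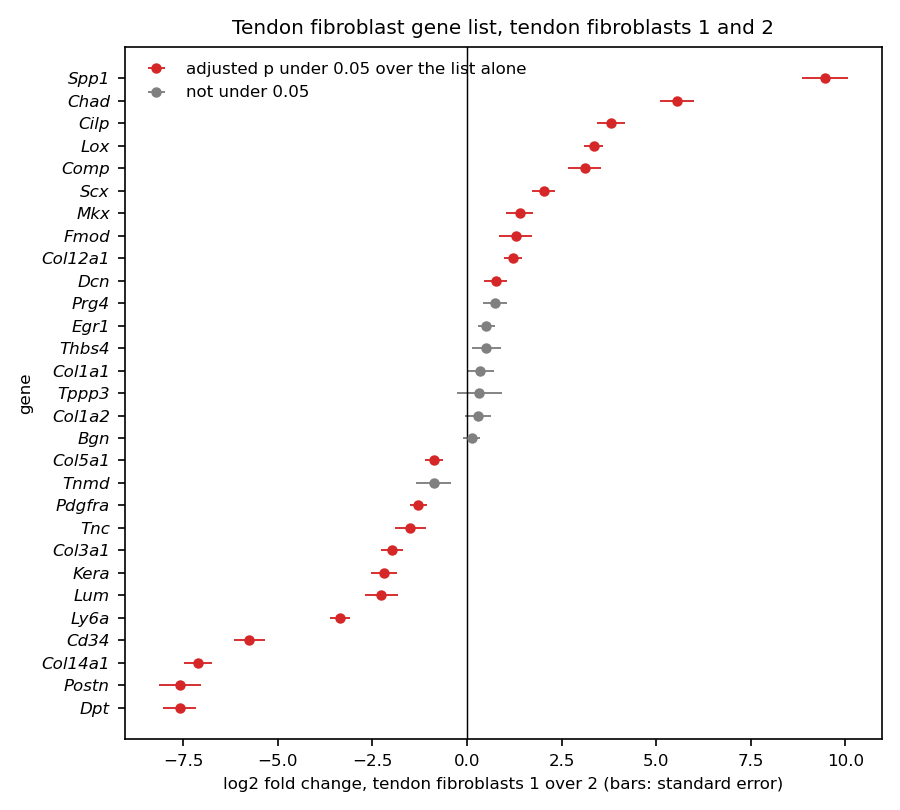
Fitted log2 fold change of tendon fibroblasts 1 over tendon fibroblasts 2 (horizontal axis) for the 29 tested genes of the tendon fibroblast list (vertical axis), from 3 libraries. Bars are the standard error derived from the F statistic. Red points mark the 21 genes called when adjusted over the list alone; the positions of Postn and Col14a1 rest on 1 and 3 UMIs in tendon fibroblasts 1 and depend on the prior count.

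Tendon fibroblasts were then compared with bursal fibroblasts. Between tendon fibroblasts 1 and bursal fibroblasts, 776 of 5186 genes differed in libraries 1, 3 and 4, with 466 higher and 310 lower in tendon fibroblasts 1, and 765 changed the same way in all 3 libraries. Library 1, which holds 30 of the 40 bursal fibroblasts, weighed heavily: without it 330 genes were called. Ibsp, Col11a1 and Fibin had 2771, 1382 and 1310 UMIs in tendon fibroblasts 1 and 0 in bursal fibroblasts, and were at least 470-fold, 234-fold and 222-fold higher. Pla1a and Cyp1b1 had 0 UMIs in tendon fibroblasts 1 against 792 and 663 in bursal fibroblasts, and were at least 519-fold and 434-fold lower. F13a1 had 2 UMIs against 934 (CPM ratio 918, 95% interval 253 to 7588). All 6 changed the same way in 3 of 3 libraries.

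Between tendon fibroblasts 2 and bursal fibroblasts, 342 of 4960 genes differed, with 221 higher and 121 lower in tendon fibroblasts 2, and 339 changed the same way in all 3 libraries. Without library 1, 149 genes were called. Tnmd, Sfrp2 and Ptgis had 1136, 516 and 692 UMIs in tendon fibroblasts 2 and 0 in bursal fibroblasts, and were at least 179-fold, 81.1-fold and 109-fold higher. Clic5 was lower, at 49.9 ± 47.5 against 3184 ± 404 CPM (log2 fold change -6.46 ± 0.62, edgeR adjusted p = 1.4e-04). Tmem196 was at 3.85 ± 4.04 against 228 ± 103 CPM (-6.41 ± 0.71, adjusted p = 3.3e-04). Bglap2 was at 9.34 ± 12.99 against 423 ± 438 CPM (-6.63 ± 0.79, adjusted p = 5.1e-04), and is uncertain, since it is a near copy of Bglap and the authors' counting could split their reads. These 3 genes were lower in 3 of 3 libraries.

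Of the 30 tendon fibroblast genes, 27 could be tested in each of these comparisons. In tendon fibroblasts 1 against bursal fibroblasts, 24 differed when adjusted over the list alone (18 higher, 6 lower) and 22 over all genes tested. In tendon fibroblasts 2 against bursal fibroblasts, 22 differed when adjusted over the list alone (20 higher, 2 lower) and 19 over all genes, a number that was 12 without library 4. Prg4 was at 131289 ± 52690 CPM in bursal fibroblasts, against 6269 ± 964 CPM in tendon fibroblasts 1 (log2 fold change -4.15 ± 0.38, edgeR adjusted p = 4.2e-06, lower in 3 of 3 libraries). Against tendon fibroblasts 2 the Prg4 log2 fold change was -4.85 ± 0.71 (adjusted p = 0.00178, 3 of 3 libraries), and it was no longer called without library 4 (-5.37, adjusted p = 0.0659, in a range over 12 alternatives from 2.5e-21 to 0.0659). Col1a1 was at 3006 ± 2020 CPM in bursal fibroblasts, below tendon fibroblasts 1 (log2 fold change 4.37 ± 0.52 in tendon fibroblasts 1, adjusted p = 3.5e-05, 3 of 3 libraries).

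Tendon fibroblasts 3 gave a sum of 5 or more cells only in library 1, so no test was made with the main settings and the values cover counting error in that library alone. Col1a1 was at 49517 CPM there (95% exact Poisson interval 48719 to 50325), against 47351 CPM in tendon fibroblasts 1 and 23326 CPM in tendon fibroblasts 2 of the same library. Col3a1 was at 35453 CPM (34778 to 36137), against 4203 and 18682 CPM. Scx had 0 of 296283 UMIs, with an upper bound of the exact interval of 12.5 CPM, against 60.5 CPM in tendon fibroblasts 1. Tnmd and Chad were both at 13.5 CPM (3.68 to 34.6), Comp at 30.4 CPM (13.9 to 57.7) and Prg4 at 50.6 CPM (28.3 to 83.5), where Prg4 stood at 6653 CPM in tendon fibroblasts 1.

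Detection per cell was compared at equal depth. After thinning to 2400 UMIs, 12.7% ± 2.08 of tendon fibroblasts 1 (SD, n = 4 libraries) and 2.92% ± 2.56 of tendon fibroblasts 2 (n = 3) had a UMI of Scx, and without thinning 36.8% and 14.6%. Mkx was found in 19.7% ± 9.12 and 4.08% ± 5.76 of thinned cells, and in 40.7% and 23.8% of unthinned cells. Tnmd was found in 40.8% ± 12.5 and 43.9% ± 25.5 of thinned cells, and in 63.6% and 63.3% of unthinned cells. In endothelial cells 1, taken as the background, the thinned shares were 0% of 176 cells for Scx and Mkx, and 0.281% ± 0.562 for Tnmd. The median depths were 8824, 10662 and 7343 UMIs in tendon fibroblasts 1, tendon fibroblasts 2 and endothelial cells 1. Thinning left out 12, 8 and 14 of their cells. Across the 30 genes of the list, the share of cells with a UMI lay above that of endothelial cells 1, with separate 95% intervals, for 22 genes in tendon fibroblasts 1, 24 in tendon fibroblasts 2, 14 in tendon fibroblasts 3 and 12 in bursal fibroblasts. These intervals pool thinned cells over libraries (161, 146, 40 and 33 cells in this order). They leave out the spread between libraries and are wider with fewer cells, so the 4 numbers cannot be ranked. Endothelial cells 1 are not a background for every gene: 80.1% of them had a UMI of Ly6a and 64.2% of Cd34.

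The tendon fibroblasts of each library were next set against all its other cells, in 4 libraries. Of 9541 genes, 2800 differed (edgeR quasi-likelihood test), with 1285 higher and 1515 lower in tendon fibroblasts, and 2588 changed the same way in all 4 libraries. Omitting a library gave 1930 to 2760. Myoc stood at 1474 ± 1413 CPM in tendon fibroblasts and 2.54 ± 2.41 CPM in other cells (SD, n = 4; log2 fold change 9.57 ± 0.57, adjusted p = 5.8e-06). Chad was at 8508 ± 3420 against 16.9 ± 6.47 CPM (9.20 ± 0.50, adjusted p = 3.4e-06). Atp6v0a4 had 433 UMIs against 1 (CPM ratio 840, 95% interval 150 to 33255). Gatm and Tie1 had 0 UMIs in tendon fibroblasts against 2958 and 1475 elsewhere, at least 508-fold and 253-fold lower. Podxl had 1 UMI against 2142 (CPM ratio 1104, 95% interval 198 to 43630). These 6 genes changed the same way in 4 of 4 libraries.

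Among other cell types that the annotation splits by number, endothelial cells 1 and 2 could be tested, in 4 libraries. Of 5126 genes, 934 differed, with 397 higher in endothelial cells 1 and 537 higher in endothelial cells 2, and 838 changed the same way in all 4 libraries. The count fell to 618 without library 1 and to 488 without library 2. DESeq2 called 576. Gm12002 and Slc26a10 had 252 and 203 UMIs in endothelial cells 1 and 0 in endothelial cells 2, at least 35.2-fold and 28.3-fold higher. Sema3g was at 206 ± 97.2 against 6.39 ± 6.19 CPM (log2 fold change 4.97 ± 0.39, edgeR adjusted p = 1.0e-07). Selp (P-selectin) was lower in endothelial cells 1, at 7.73 ± 7.89 against 850 ± 440 CPM (-6.54 ± 0.30, adjusted p = 4.3e-10). Fgl2 was at 1.51 ± 1.90 against 262 ± 79.3 CPM (-6.68 ± 0.37, adjusted p = 2.5e-09), and Nt5e at 1.55 ± 1.79 against 263 ± 132 CPM (-6.62 ± 0.39, adjusted p = 4.6e-09). All 6 genes changed the same way in 4 of 4 libraries. Endothelial cells 3 reached 5 cells only in library 1 and the nerve cell pairs only in 2 libraries each, so they were not tested with the main settings.

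The last question was which cells carry the transcripts of the matrix. Tendon fibroblasts held 93.9% ± 5.19 of the UMIs of fibrillar and fibril-associated collagen genes (SD, n = 4 libraries, range 86.9 to 99.0), where Col1a1 made up 47.2% of 383467 UMIs. They held 43.8% ± 28.1 of the UMIs of basement membrane and beaded-filament collagens (range 12.1 to 79.7), where Col4a1 had the most UMIs over all libraries (20.8%) and in libraries 1, 2 and 4, and Col6a1 in library 3, while endothelial cells 1 held 21.9% ± 10.8 and pericytes 14.4% ± 10.2. The proteoglycan list also holds small leucine-rich proteins. Of its UMIs, 67.8% ± 26.0 lay in tendon fibroblasts and 28.5% ± 29.0 in bursal fibroblasts, with Prg4 the most abundant over all libraries (46.3%). Prg4 led this list in libraries 1 (64.6%) and 4 (44.1%), and Dcn led it in libraries 2 (45.2%) and 3 (51.9%). In library 1, bursal fibroblasts held 64.0% of these UMIs, and in library 2, with 0 bursal fibroblasts, they held 0%. Of the glycoprotein UMIs, 70.1% ± 18.6 lay in tendon fibroblasts, with Sparc the most abundant (46.6%). These shares depend on how many cells of each population a library holds. None of the tendon fibroblast shares moved by more than the SD between libraries, which is wide, with equal weight per cell or with the most abundant gene left out.

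**Figure D3:**
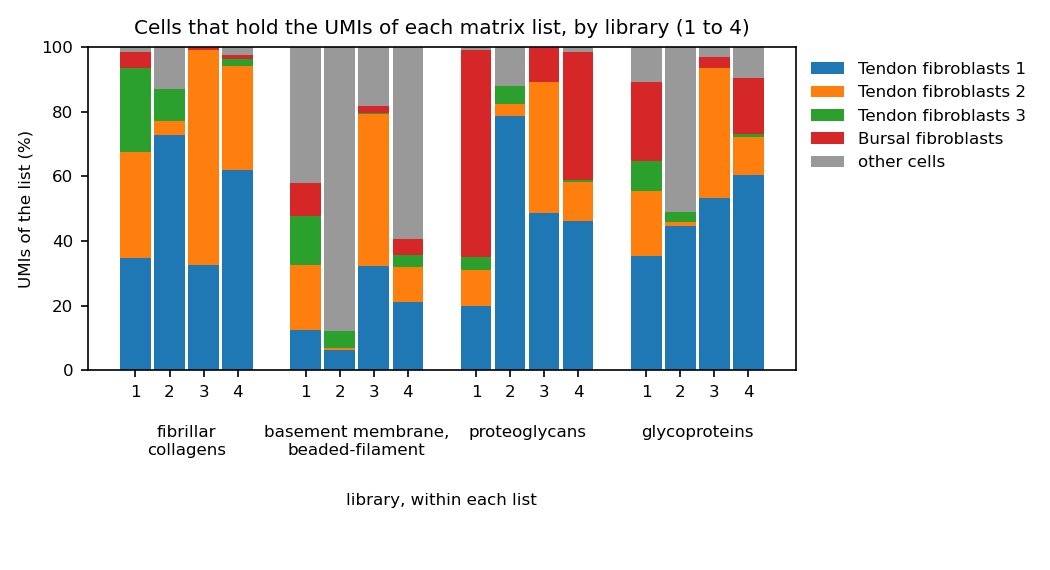
Share of the UMIs of each of 4 matrix gene lists (%, vertical axis) held by each fibroblast population and by all other cells, with a bar per library (1 to 4, horizontal axis). Tendon fibroblasts hold 86.9% to 99.0% of fibrillar collagen UMIs. Bursal fibroblasts hold from 0% to 64.0% of the UMIs of the proteoglycan list, which includes small leucine-rich proteins.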

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

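All tests in this part were chosen after the result was seen. Values per library were compared for 38 quantities with 4 libraries each, and a library was singled out when its gap to the nearest other library was a larger part of the whole range than Dixon's 95% critical value for 4 values. Chance singles out about 1 in 20, that is 1.9 of 38, and 2 were found, about the number that chance gives.

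Immune cells made up 12.1% of library 1 and 2.75% to 4.07% of the other libraries, a gap of 0.859 of the range. Fewer fibroblasts in library 1 would leave its other cells less diluted. Among cells other than fibroblasts, immune cells were 18.5% in library 1 (exact 95% interval 14.7 to 22.8), against 4.31% (2.09 to 7.78), 10.1% (4.73 to 18.3) and 4.17% (0.868 to 11.7) in libraries 2, 3 and 4. Fibroblasts, bursal fibroblasts included, made up 34.8% of library 1, and 5.69% (3.15 to 9.36), 65.2% and 33.9% (25.1 to 43.6) of libraries 2, 3 and 4. To dilute immune cells from the share of library 1 to those of libraries 2 and 4, fibroblasts would have to make up 78.0% and 85.1% of these libraries, which argues against dilution as the cause there. For library 3, which holds the most fibroblasts, 81.0% would be needed, against 65.2% found (59.1 to 71.1), which also goes against dilution. Its immune share among cells other than fibroblasts rests on 9 of 89 cells. A difference of this share from library 1 was not shown (two-sided Fisher exact p = 0.0601), so dilution stays open there. On the share among cells other than fibroblasts, the gap of library 1 was 0.586 of the range, and the library would not have been singled out. Whether more immune cells were in that tissue or were recovered in that preparation stays open, and the labels give no group or batch with which to test a biological explanation.

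Among thinned tendon fibroblasts 1, a UMI of Mkx was found in 33.3% of cells of library 2 and in 13.8% to 16.0% of the other libraries, a gap of 0.887 of the range. In library 2 this is 3 of 9 cells (exact 95% interval 7.49 to 70.1), against 23 of 152 elsewhere, and a two-sided Fisher exact test gave p = 0.161. Counting error in few cells is consistent with the difference. No biological explanation was tested.

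The number of UMIs that the authors recorded per cell was above the cell's total in the count table, with a median gap of 8 UMIs over all cells, and of 5, 13, 12 and 25 in libraries 1, 2, 3 and 4. The recorded totals enter no comparison of the report. In each library genes found in 1 or 2 cells were fewer than genes found in exactly 3, with a largest ratio of 0.361, where numbers would otherwise fall smoothly with the number of cells. The gap was largest in the library with the fewest cells and smallest in that with the most. Removal by the authors of genes found in fewer than 3 cells of a library is a candidate explanation. It has no bearing on the genes named with a fold change, each found in 3 or more cells of every library compared.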

How the results depend on the processing

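Alternatives limited to genes found in 3 or more cells of every library, the deposited names on a single portion of the UMIs, and all tendon fibroblasts compared without red blood cells or without bursal fibroblasts were chosen after seeing the data. The others were planned.

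Counts of genes called changed by more than 1.5 times in 12 of 61 cases. Without a filter on low counts more genes are tested, and the counts were 1073 for tendon fibroblasts 1 against 2, 1216 for tendon fibroblasts 1 against bursal fibroblasts and 727 for tendon fibroblasts 2 against bursal fibroblasts. Thinned cells, with fewer genes tested, gave 239 for tendon fibroblasts 1 against 2. DESeq2 gave 512 for tendon fibroblasts 1 against bursal fibroblasts and 576 for endothelial cells 1 against 2, and the cause was not tested. On a single portion of the UMIs, with fewer genes tested, tendon fibroblasts 1 against bursal fibroblasts gave 503 with clusters from the other portion and 512 with the deposited names.

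Leaving out a library gave 374 to 467 genes for tendon fibroblasts 1 against 2, 330 to 916 for tendon fibroblasts 1 against bursal fibroblasts (330 without library 1), 149 to 412 for tendon fibroblasts 2 against bursal fibroblasts (149 without library 1), 488 to 1003 for endothelial cells 1 against 2 (618 without library 1, 488 without library 2) and 1930 to 2760 for all tendon fibroblasts. Fewer libraries leave fewer sums to estimate the spread.

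Without the library block the counts were 550, 820, 266, 880 and 2886 in the same order, none over 1.5 times from the main count, and the block changed no call among the named genes. The count of tendon list genes called when adjusted over the list alone stayed within 1.5 times in all 37 cases. Over all genes it moved from 19 to 12 without library 4 for tendon fibroblasts 2 against bursal fibroblasts. For 51 results on single genes with 610 values, 602 kept their side of the threshold, 8 changed it (Igfbp3, Scx, Tnmd and Prg4, given in the report) and 0 reversed. Most of these genes were picked for large fold changes or small p-values, so this says little about the other called genes. Of the genes called in the main fits, DESeq2 again called 357 of 561, 465 of 776, 233 of 342, 507 of 934 and 2353 of 2800, in the same order. For tendon fibroblasts 2 against bursal fibroblasts, 189 of 342 were called again without library 4 and 130 without library 1. Genes called in the main comparisons and tested elsewhere kept their sign except for 1 with clusters from a portion of the UMIs in tendon fibroblasts 1 against 2, 5 without red blood cells and 2 without bursal fibroblasts.

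Shares of cells with a UMI depend on depth. Without thinning, Scx was found in 36.8% and 14.6% of tendon fibroblasts 1 and 2 and Mkx in 40.7% and 23.8%, while Tnmd was found in 63.6% of tendon fibroblasts 1. Scx with 2 or more UMIs, unthinned, was found in 18.7% of tendon fibroblasts 1. With libraries left out set aside, since a mean of 4 cannot leave the SD when 1 is dropped, all 42 values for shares of populations and all 8 for matrix UMIs stayed within the SD between libraries, which is wide. The p-value for composition is at its floor and says nothing on stability.

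Not run for want of 3 libraries were 10 cells per sum for the 3 fibroblast pairs and thinned cells for the pairs with bursal fibroblasts. Nerve cells 2 against 3 could not be tested with 1 cell per sum for the same reason. With 1 cell per sum, pairs without a main value gave 418 genes (tendon fibroblasts 1 against 3), 47 (2 against 3), 199 (3 against bursal), 741 and 276 (endothelial cells 1 and 2 against 3), 302 and 135 (nerve cells 1 against 2 and 3). Sums of a single cell enter the pairs with tendon fibroblasts 3 (library 3) and nerve cells 1 against 3 (library 4). The smallest sums of the other pairs hold 3 cells.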

Other observations

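The tests below were chosen after the result was seen, except those named here. Tests of leading genes of tendon fibroblasts 3 outside that population and of Col1a1 within clusters were written down before their values were known. So was that of hemoglobin in endothelial cells 1. Gene counts from planned settings (clusters from a portion of the UMIs, 1 cell per sum) were put to these uses after they were seen.

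For each comparison, the sums were regrouped in every other way that keeps the group sizes. For each of the 3 fibroblast pairs, 1 of 10 splits, the real one, gave as many genes, and the others gave 0. A set of 10 splits is too small to exclude chance at 0.05 whatever its outcome. For endothelial cells 1 against 2 and for all tendon fibroblasts against other cells, 1 of 35 splits, the real one, gave as many genes. The populations were formed on these same counts, which favours the real split, so the splits cannot decide on chance there either. Among blocked splits that part every pair, 4 for the fibroblast pairs and 8 for the others, no other split gave more than 0 genes.

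The populations were formed on the counts that were then tested, which could inflate the number of genes. With cells clustered on a portion of the UMIs and tested on the other portion, tendon fibroblasts 1 and 2 differed in 433 of 3839 genes tested, against 421 of 4669 with the deposited names on the same portion. Of the 561 genes called on all UMIs, 417 could be tested with the new clusters and 331 of them were called again, against 392 of 458 with the deposited names. The reuse of counts alone would have left far fewer genes, which argues against it as the whole cause. The log2 fold changes of Spp1, Ibsp and Chad were smaller with the new clusters (5.81, 4.38 and 2.57), so their size is less sure than their direction. The new clusters also hold other cells: of 86 cells in a cluster named tendon fibroblasts 2, 66 had that deposited name. The drop can therefore not be put down to the reuse of counts. The new clusters were named after the deposited names, and the genes called are not all the same.

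Prg4, the leading transcript of bursal fibroblasts, was also at 5173 to 8752 CPM in tendon fibroblasts 1 of the 4 libraries, library 2 included, which has 0 bursal fibroblasts. Free RNA would reach all cells alike, but Prg4 in tendon fibroblasts 1 and 2 was at least 28.2 times its level in the highest non-fibroblast population of the same library. Bursal fibroblasts mixed into tendon fibroblasts 1 or joined to them in doublets would bring Col22a1, Clic5 and F13a1 with them. These stood at a median of 1.10% of the level needed, which argues against them as the source. In tendon fibroblasts 2 the median was 44.9%, with F13a1 at 452% and 517% in libraries 1 and 4 and 0.987% in library 3, so the source cannot be told apart there. Expression of Prg4 by tendon fibroblasts 1 is a hypothesis that these tests leave standing.

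Tnmd was found in pericytes. At 2400 UMIs per cell, 8.65% of 104 pericytes had a Tnmd UMI (exact 95% interval 4.03 to 15.8), against 0.408% of 245 endothelial cells 1 and 2 (0.0103 to 2.25), 2.30% of 87 immune cells (0.280 to 8.06) and 0 of 111 nerve cells. These cells together had 0.677% (3 of 443, 0.140 to 1.97; two-sided Fisher exact p = 3.2e-05), which argues against free RNA as the whole source. Against immune cells alone the difference was not shown in thinned cells (Fisher exact p = 0.0692). Without thinning it was, with 25.2% of 107 pericytes (17.3 to 34.6) against 3.26% of 92 immune cells (0.678 to 9.23), at unequal median depths of 9188 and 7108.5 UMIs. Within libraries, thinned pericytes with a UMI against these cells together were 5 of 53 against 3 of 226 in library 1 (Fisher exact p = 0.00737), 1 of 25 against 0 of 130 in library 2 (p = 0.161), 0 of 10 against 0 of 55 in library 3 and 3 of 16 against 0 of 32 in library 4 (p = 0.0324). Against thinned immune cells alone the difference was not shown within library 1 either (2 of 67, Fisher exact p = 0.239). Without thinning, 11 of 55, 10 of 25, 0 of 11 and 6 of 16 pericytes of libraries 1, 2, 3 and 4 had a Tnmd UMI, so library 3 does not show the finding at either depth. Pericytes with a Tnmd UMI carried 2.27 Col1a1 UMIs per Tnmd UMI, against 80.6 in tendon fibroblasts 1 and 2 with Tnmd, which argues against doublets with tendon fibroblasts. Low expression of Tnmd in some pericytes may remain as a hypothesis, with no design group to test it.

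Nerve cells 1 and 2 differed in genes that respond to tissue dissociation. In libraries 1 and 2, which have 5 or more cells of both, 16 of 16 list genes were higher in nerve cells 2. The list summed to 900 and 1988 CPM in nerve cells 1 and to 15753 and 20656 CPM in nerve cells 2. With 1 cell per sum, 302 genes were called between them, 189 of them higher in nerve cells 2, and 15 of the list genes were among the 302. A response to dissociation is therefore a candidate source of part of the difference. The same genes also respond to other stimuli in tissue, which was not tested.

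Of 51 tendon fibroblasts 3, 45 were from library 1. A difference of library 1 as a whole would raise their leading genes in its other populations too. The median log2 ratio of library 1 to the other libraries was 0 over 110 pairs of 10 genes and 11 populations, with a largest value of 2.33, but these genes are near the floor elsewhere and were picked for their lead, so a library-wide difference of library 1 and a cell type sampled mostly there cannot be told apart.

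Col1a1 in tendon fibroblasts 2 was 2.73 times as high in library 3 as in library 1. Tendon fibroblasts 1 had a ratio of 0.891, which argues against a library-wide difference in Col1a1. Within clusters formed on a portion of the UMIs and measured on the other, the ratio was 1.25 in a cluster with 8 and 55 cells of libraries 1 and 3, and 2.49 in a cluster with 55 and 19 cells. A mix of cell states in different proportions is therefore open: the clusters point to different answers and the cells are few.

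Hemoglobin transcripts in bursal fibroblasts of library 1 summed to 9356 CPM, against 150 to 333 CPM in other populations of 5 or more cells, red blood cells left out. Without the cell with the most hemoglobin, 15.7% of whose UMIs were hemoglobin, the sum was 86.3 CPM, so a single cell is a candidate source. In endothelial cells 1 of library 4, the sum was 7368 CPM and dropped to 670 CPM without the top cell, still above the 222 to 459 CPM of other populations there, again without red blood cells, so a single cell was most but not all of it.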
